A study of Mus musculus with 12 samples. Its data were reported in "The METTL5-TRMT112 N6-methyladenosine methyltransferase complex regulates mRNA translation via 18S rRNA methylation" (2022).

How the data were processed

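RNA was measured in 12 libraries from the liver and the brain of 6 mice, with 3 mice that lack Mettl5 (KO, mice A, C and F) and 3 control mice (WT, mice B, D and E). METTL5 is the enzyme that methylates an adenosine of 18S rRNA, and the KO allele disrupts exon 2 of Mettl5. The groups follow the deposited labels, which name each library by genotype, tissue and animal. The labels call the controls wild type, whereas the study's text also speaks of heterozygous controls for its RNA sequencing, so WT stands here for the libraries labelled WT. The labels give no sex, age, litter, collection time or library batch.

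The authors prepared stranded total RNA libraries, sequenced them as single-end reads, trimmed the reads with Trimmomatic, aligned them to the mouse genome mm10 with STAR and counted reads over exons with featureCounts in its reverse-stranded mode. The deposited table holds raw counts of reads per gene, without normalisation, and the whole numbers in it were checked. The counts sum over all exons of a gene, so they do not separate exon 2 of Mettl5 from its other exons. The authors compared genotypes with DESeq2 within each tissue and listed genes at an adjusted p under 0.1.

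The table holds 55487 genes, of which 55227 were matched to a symbol, 55141 have a GC content and 21046 have no count in any library. Start and end were the same as in the GENCODE annotation of mm10 for the 54435 genes whose versioned identifier is in it. Positions are those of mm10. Library totals ran from 14403309 to 21623180 counts. A gene with at most 3 counts in every library of a group was treated as at the floor for that group, and a fold against such a group is given as a lower bound. These limits cover counting error only.

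Counts were analysed with edgeR 4.0.16 in R 4.3.3. Each tissue was fitted on its own 6 libraries with TMM normalisation, the filterByExpr filter on low counts, robust quasi-likelihood dispersions and a quasi-likelihood F test of KO against WT, with Benjamini-Hochberg adjustment over all genes tested and a call at an adjusted p under 0.1. Normalised read counts are edgeR's CPM, which divide a count by the TMM-scaled library size. Standard errors (SE) of log2 fold changes were computed from the F statistic. The difference between tissues in the genotype effect was tested over all 12 libraries as the liver effect minus the brain effect. The design, most alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. That rule names, per tissue, the 5 genes that rose and the 5 that fell with the smallest p-values among called genes whose 3 KO libraries all lay above or all below the 3 WT libraries, together with Mettl5, Ssb (which overlaps Mettl5), sex-linked genes, members of the gene lists and genes called in both tissues.

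The labels give the liver and the brain of each mouse the same letter, so the numbers pair the tissues by animal. Across 12574 genes tested in both tissues, the deviations of a mouse's liver and brain libraries from their group means had Pearson correlations from -0.0389 in mouse B to 0.140 in mouse F, and over autosomal genes alone from -0.0677 in mouse B to 0.104 in mouse D (0.0319 in mouse F), so liver and brain of a mouse were at most weakly related. The fit of the difference between tissues was also made with mouse as a block, since the labels pair the tissues. The study's text counts its KO and control mice as 3 pairs, but the labels do not say which mice form a pair, so no fit was paired between genotypes.

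Gene lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over the lists of a tissue, and the effect given is the median log2 fold change of the members. The lists were written from general knowledge after the study had been read, so some members are among the genes the study called in these same libraries; those members are not independent evidence. The 12 liver lists cover lipid synthesis, lipid storage, lipoprotein handling, cholesterol synthesis, fatty acid oxidation, the fasting response, genes induced by thyroid hormone, the circadian clock, heat shock, B cells, rRNA and translation partners of METTL5 and the cytosolic ribosomal proteins. The 14 brain lists cover the olfactory bulb and the cerebellum (each as genes among the study's calls and as other genes), the choroid plexus, striatum, hippocampus, cerebral cortex, thalamus, hypothalamus, oligodendrocytes and meninges, with the rRNA and translation partners and the ribosomal proteins again. In both tissues the list of rRNA and translation partners includes Mettl5 itself. A list score per library is the mean over the list of log2 CPM minus the gene's mean over the tissue's libraries.

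Overlaps and the share of genes near Mettl5 were tested with Fisher's exact test, two-sided. Shares of counts and list scores were compared with an exact permutation test, two-sided, for which the smallest p with 3 against 3 libraries is 0.1. All 10 splits of the 6 mice into 3 against 3 were fitted in the same way as the genotypes. Y-linked transcripts were summed per library over Ddx3y, Eif2s3y, Kdm5d and Uty, and a library above 100 counts was taken as carrying them.

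The scripts were tested on simulated data with counts drawn from the means and library sizes of these libraries. Of 200 changed genes with a median absolute log2 fold change of 2.00, edgeR recovered 175 in liver with 21 false calls over 14129 genes and 176 in brain with 23 false calls over 17108 genes. The test of the difference between tissues recovered 116 of 200 with 13 false calls over 18934 genes. With mouse as a block it recovered 121 with 17 false calls. With nothing changed, the median number of false calls over 10 simulations was 4.5 in liver and 1 in brain for edgeR, 37 and 34.5 for edgeR without a filter, and 19.5 and 11 for DESeq2. A simulated list with a true log2 fold change of -0.6 gave a median of -0.66, and 6 of 200 unchanged lists had p under 0.05 over 14176 genes. The simulated genes were drawn independently of each other. The simulation thus does not test the preset correlation on lists whose genes move together. A simulated tilt along GC content gave a Spearman correlation across 17181 genes of 0.740 without and 0.0214 with the GC and length offset described next.

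The alternatives fixed with the design were relative log expression (RLE) size factors, DESeq2 1.42.0, no filter, non-robust dispersions, no mitochondrial genes, all 12 libraries in one fit, leaving out each mouse in turn, a threshold of 0.05, the presence of Y-linked transcripts as a covariate, mouse as a block, fry or an estimated correlation in place of the preset one, list members outside the study's calls, and windows of 5 and 20 Mb around Mettl5. Alternatives chosen after seeing the data were a per-library loess offset (span 0.5) on GC content and log2 gene length, alone or with the covariate or the block, DESeq2 with the Y-linked covariate, the brain fit without the region lists, the grouping of the brain libraries into A, B and F against C, D and E as a covariate, counts at an unadjusted p under 0.05, and, for the lists other than lipid synthesis, leaving out each mouse and the Y-linked covariate. The estimated correlation was fixed with the design for the lipid synthesis list alone. No library was left out of the results reported. The sequence reads were not analysed here.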

Results

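Total RNA was sequenced from the liver and brain of 6 mice, 3 KO and 3 WT, which gave 4 groups of 3 libraries. Library totals ran from 16145754 to 21623180 counts in liver and from 14403309 to 18365114 in brain. Pearson correlations of log2 CPM between libraries of a group ran from 0.950 to 0.979 in liver and from 0.960 to 0.980 in brain. Xist, a transcript of the inactive X chromosome, had 19028 counts in the WT liver and 10154 in the WT brain of mouse E, and 16951 counts in the KO liver of mouse F, which together with its brain library (9446 counts) lacked Y-linked transcripts. The libraries of the other 4 mice had at most 19 Xist counts and at least 2112 Y-linked counts. Each genotype thus held 1 mouse without and 2 mice with Y-linked transcripts. In liver, the first principal component held 46.1% of the variance and set mice E and F apart from the others.

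Mettl5 was read first, since it is the targeted gene. Mettl5 (ENSMUSG00000051730.15) lies on the minus strand of chromosome 2 from 69871198 to 69885615 in mm10, and its last 649 bp overlap Ssb (ENSMUSG00000068882.13), which lies on the plus strand from 69861562 to 69871846; the counting used strand. In liver, Mettl5 was at 10.5 ± 3.87 CPM (SD, n = 3) in WT and 3.85 ± 0.215 CPM (SD, n = 3) in KO, with all 3 KO libraries below all 3 WT libraries. Its log2 fold change was -1.44 (SE 0.27), with an adjusted p of 0.383 (edgeR, Benjamini-Hochberg over 14075 genes). In brain, Mettl5 was at 6.66 ± 2.14 CPM (SD, n = 3) in WT and 3.70 ± 0.328 CPM (SD, n = 3) in KO, again without overlap. Its log2 fold change there was -0.84 (SE 0.27), with an adjusted p of 0.373 (edgeR). The exact permutation p of the CPM difference was 0.1 in each tissue, the smallest that 3 against 3 libraries allow. The difference thus ran in the direction of the labels in all 6 KO libraries but did not pass the threshold over all genes in either tissue. Taken alone, as the targeted gene, Mettl5 had an unadjusted p of 4.27e-04 in liver and 0.0123 in brain (edgeR quasi-likelihood F test). The study reports that Mettl5 was undetectable by qPCR in its KO mice and strongly reduced in its RNA sequencing. It also reports that the rRNA methylation made by METTL5 was lost in KO brain and liver. Fitting with no filter on low counts moved the liver result most, to an adjusted p of 4.29e-06, and DESeq2 gave 0.00189; over all alternatives the adjusted p ran from 4.29e-06 to 0.985 in liver and from 0.0936 to 0.868 in brain.

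**Figure D1:**
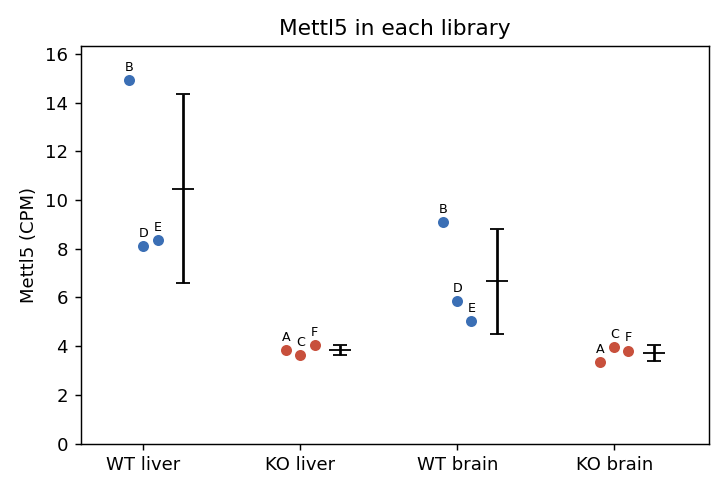
Mettl5 in CPM (vertical axis) in each library, with letters for the mice and bars for the mean and SD of each group of 3. The KO groups average 3.85 CPM in liver and 3.70 CPM in brain, and every KO library lies below every WT library of its tissue.

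The comparison of KO with WT liver asks which liver transcripts change when Mettl5 is lost. Of 14075 genes tested, 0 had an adjusted p under 0.1 (edgeR quasi-likelihood test, Benjamini-Hochberg), and the smallest adjusted p was 0.336. At an unadjusted p under 0.05 there were 1032 genes (7.33%), 389 higher and 643 lower in KO. The 3 KO libraries did not overlap the 3 WT libraries for 1821 genes (12.9%), where chance gives 10%. The count of calls depended on the test: no filter on low counts gave 443 calls, DESeq2 gave 171 and the Y-linked covariate gave 82, of which 27 were higher and 55 lower. Leaving out mouse D gave 87 calls (8 higher, 79 lower). The 82 calls with the covariate shared 50 genes with the 171 DESeq2 calls and 15 with the 87 calls made without mouse D.

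Lower expression of genes for making and storing lipids in KO liver was described by the study, so the lists of liver metabolism were compared next. All 23 lipid synthesis genes were lower in KO, with a median log2 fold change of -0.50 and a camera adjusted p of 1.43e-12. None passed the threshold over all genes, where 1032 genes had an unadjusted p under 0.05; adjusted over the list alone, 14 did. Of the 23, 5 are among the genes the study called in these libraries and 4 are also in other lists; the 18 others had a median of -0.44 (camera adjusted p 3.73e-07). The list score of every KO library lay below that of every WT library (exact permutation p 0.1). The largest fold changes were in Pnpla3, at -3.20 (SE 0.63, edgeR adjusted p 0.383), and in Thrsp, which fell from 405 ± 58.4 CPM (SD, n = 3) to 88.4 ± 38.8 CPM (SD, n = 3), a log2 fold change of -2.20 (SE 0.31, edgeR adjusted p 0.336). Fasn had a log2 fold change of -1.27 (SE 0.30, edgeR adjusted p 0.428). These calls depended on the test: DESeq2 gave adjusted p of 1.06e-11 for Thrsp, 6.80e-05 for Pnpla3 and 0.00165 for Fasn, and all 3 passed with no filter, while over all alternatives the adjusted p ran up to 0.985 for each. Thrsp also passed with all 12 libraries in one fit (0.0151) and without mouse C (0.0507) or D (0.0848), and Pnpla3 with the Y-linked covariate, without (0.0567) and with the GC and length offset (0.0730). Under fry the list had an adjusted p of 0.0749 and with an estimated correlation 0.270. Without mouse C its median was -0.78.

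**Figure D2:**
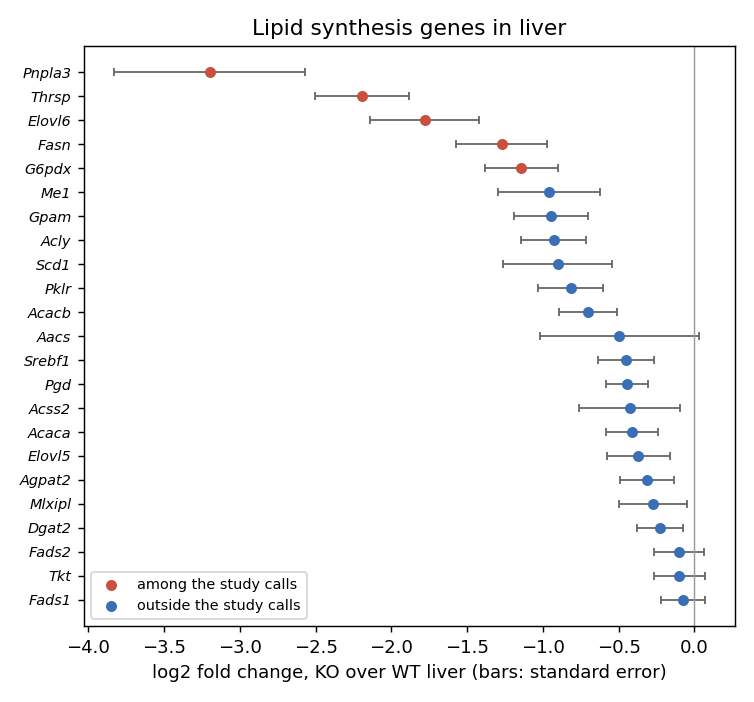
Log2 fold change of KO over WT liver (horizontal axis, bars for the standard error) for the 23 lipid synthesis genes, coloured by whether the study called the gene in these libraries. All 23 lie below 0, from -3.20 to -0.076.

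Among the other liver lists, heat shock genes were lower in KO (median -0.32, 14 of 15 lower, camera adjusted p 3.16e-06), with 5 genes past the threshold when adjusted over the list alone. Without mouse C the heat shock median was -0.55. Clock genes had a median of -0.55 (13 of 17 lower, camera adjusted p 0.0112, 5 adjusted over the list alone), lipid storage genes -0.26 (9 of 13 lower, 0.0432, 3 adjusted over the list alone) and genes induced by thyroid hormone -0.11 (9 of 15 lower, 0.0707, 2 adjusted over the list alone). The ribosomal proteins were slightly higher (median 0.084, 62 of 79 higher, camera adjusted p 0.0112). Without mouse B the median of the lipid storage genes was -0.057 and that of the thyroid hormone genes -0.082, and without mouse E that of the ribosomal proteins was -0.016, none of them past the threshold. The other lists were not past the threshold: B cell genes had a median of -0.66 (camera adjusted p 0.165), the rRNA and translation partners -0.098 (0.424), the fasting response -0.084 (0.894), fatty acid oxidation 0.025 (0.894), cholesterol synthesis 0.028 (0.919) and lipoprotein handling -0.020 (0.919). Of the 6 liver lists past the threshold with camera, lipid synthesis, thyroid hormone, clock and heat shock held under fry, each with an adjusted p of 0.0749, and none held with an estimated correlation, where the smallest adjusted p was 0.270. The rRNA and translation partners were past the threshold under fry alone (0.0749). That list includes Mettl5 itself, so part of its fall follows from the knockout. Its 14 members outside the study's calls had a median of -0.067 (camera adjusted p 0.808). Among members, 2 heat shock, 3 clock, 3 lipid storage, 2 thyroid, 3 lipoprotein, 1 fasting, 1 B cell and 1 partner gene are among the study's calls; 8 fasting, 6 thyroid, 5 fatty acid oxidation, 1 lipoprotein and 1 clock gene are also in other lists.

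The comparison of KO with WT brain asks the same question in the other tissue. Of 17188 genes tested, 11 had an adjusted p under 0.1 (edgeR, Benjamini-Hochberg), all of them higher in KO, and 10 of these had an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1885 genes (10.97%), 1024 higher and 861 lower. The libraries did not overlap for 2810 genes (16.3%, where chance gives 10%). Omp rose from 0.865 ± 0.228 to 11.3 ± 3.25 CPM (SD, n = 3), a log2 fold change of 3.70 (SE 0.32, edgeR adjusted p 0.00674). S100a5 had at most 3 counts in every WT library and was at least 36.4-fold higher in KO (edgeR adjusted p 0.00674). Frmd7 rose by a log2 fold change of 3.42 (SE 0.34, edgeR adjusted p 0.0106), Cdhr1 by 2.72 (SE 0.32, 0.0241) and Gng4 by 1.31 (SE 0.15, 0.0241). These 5 genes lie on chromosome 7 from 98143359 to 98145502 (Omp, ENSMUSG00000074006.3), chromosome 3 from 90608523 to 90611780 (S100a5, ENSMUSG00000001023.10), chromosome X from 50895180 to 50942710 (Frmd7, ENSMUSG00000036131.12), chromosome 14 from 37077857 to 37098347 (Cdhr1, ENSMUSG00000021803.10) and chromosome 13 from 13784059 to 13827896 (Gng4, ENSMUSG00000021303.14). The other 6 were Cpa6, Sp8, Doc2g, Pbx3, Filip1l and Shisa3, with log2 fold changes from 1.14 to 3.65, chosen after their values were seen. Of the 11 genes, 8 are in the list of olfactory bulb genes that the study called. The count was 1000 with no filter, 267 with DESeq2 and 92 with the GC and length offset, and each of these held all 11 genes. Without mouse E, 2 of the 11 genes were called, and without mouse C there were 23 calls, 10 of them among the 11.

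Lists of genes that mark brain regions were compared because the study's brain calls held bulb and cerebellum genes. The 15 olfactory bulb genes among the study's calls had a median log2 fold change of 1.84 in KO, 15 of 15 higher (camera adjusted p 3.79e-24), with 8 called over all genes and 15 adjusted over the list alone; they were picked from these libraries, so this is not independent evidence. The 17 other bulb genes had a median of 1.01, with 14 higher (camera adjusted p 1.44e-07), and 13 were past the threshold adjusted over the list alone, 1 of which, Etv1, was lower (-0.83, with all 3 KO below all 3 WT libraries); of these 17, 0 were called over all genes, where 1885 genes had an unadjusted p under 0.05. Both medians were the same with Tbx21 (at least 6.63-fold higher), Scgn (at least 9.08-fold higher) and S100a5 set to their bounds. The 10 cerebellum genes among the study's calls had a median of -1.35 and the 15 others -1.57, with every gene lower (camera adjusted p 1.38e-10 and 1.08e-10) and 10 and 15 genes adjusted over the list alone. The 16 choroid plexus genes, 3 of them among the study's calls, had a median of -0.90, all lower (camera adjusted p 1.38e-10, 11 adjusted over the list alone). The list scores of the 3 KO libraries did not overlap those of the 3 WT libraries for these 5 lists (exact permutation p 0.1 each).

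Striatum genes were higher in KO (median 0.57, 11 of 11, camera adjusted p 8.06e-04, 0 adjusted over the list alone, where 1885 of all genes had an unadjusted p under 0.05); the median was 0.31 without mouse A, 0.23 without mouse D and 0.86 without mouse E. Ribosomal proteins had a median of 0.20 (68 of 79 higher, camera adjusted p 1.19e-05), or 0.11 without mouse A, and thalamus genes -0.27 (8 of 10 lower, 0.0595), or -0.10 and no longer past the threshold without mouse D. The remaining lists were not past the threshold: hippocampus at -0.37 (camera adjusted p 0.161), cerebral cortex at 0.14 (0.352), hypothalamus at 0.40 (0.548), oligodendrocytes at -0.088 (0.552), meninges at -0.029 (0.827) and the rRNA and translation partners at -0.013 (0.827), of which 1 gene is among the study's calls. Under fry, both bulb lists, the choroid plexus and the cerebellum genes among the study's calls held (adjusted p from 3.96e-04 to 0.0892), and the other cerebellum genes (0.162), striatum, thalamus and ribosomal proteins (0.380 each) did not. With an estimated correlation, the bulb genes among the study's calls held (0.0113) and the other lists did not (0.105 or more).

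**Figure D3:**
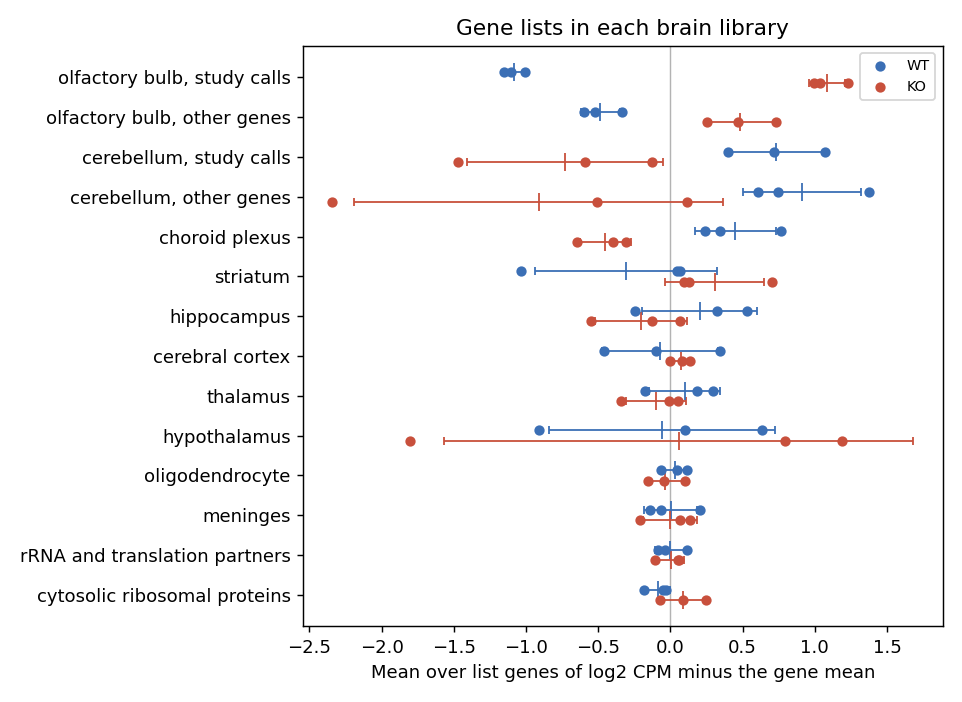
List scores (horizontal axis, mean over the list of log2 CPM minus each gene's mean over the brain libraries) for the 14 brain lists in the 3 WT and 3 KO libraries, with bars for the mean and SD. Both olfactory bulb lists lie higher and both cerebellum lists and the choroid plexus lower in every KO library.

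The effect of genotype was then compared between tissues. No gene of 18944 tested had a liver effect that differed from its brain effect at an adjusted p under 0.1 (0 calls, smallest adjusted p 0.102, edgeR), while 2004 had an unadjusted p under 0.05. With mouse as a block, which pairs the liver and brain of each animal, 68 genes were called, 4 with a higher and 64 with a lower effect in liver, 35 of them at an adjusted p under 0.05. Ssb was among them: its log2 fold change was -1.28 (SE 0.31) in liver and 0.80 (SE 0.24) in brain, and the difference of -2.05 (SE 0.42) had an adjusted p of 0.132 without and 0.0339 with the block. For Mettl5 the difference was -0.58 (SE 0.41), with an adjusted p of 0.641 without and 0.685 with the block. Without mouse D, the fit with no block gave 86 calls.

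Between the lists of calls, 0 genes were shared by liver and brain, since liver had 0 calls. At an unadjusted p under 0.05, 172 genes of the 12574 tested in both tissues were on both lists, against 79.6 expected, with an odds ratio of 2.698 (Fisher's exact test p 1.25e-23, two-sided; genes are not independent replicates). Of these, 21 moved the same way and 151 in opposite directions. DESeq2 called 12 genes in both tissues, all 12 in opposite directions.

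**Figure D4:**
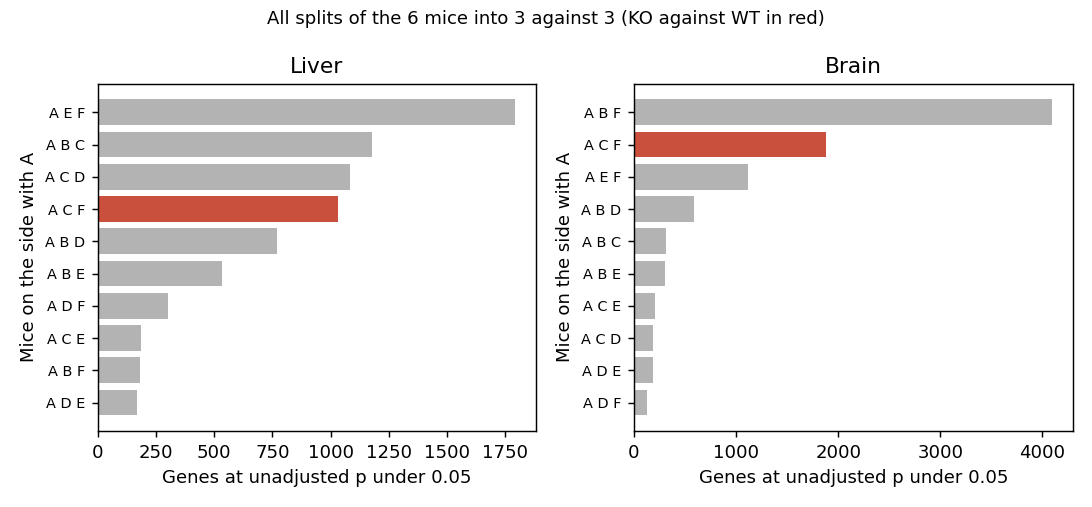
Number of genes at an unadjusted p under 0.05 (horizontal axis) for each of the 10 splits of the 6 mice into 3 against 3, in liver and in brain, with KO against WT in red. KO against WT gave 1032 genes in liver, where 3 other splits gave more, and 1885 in brain, where A, B and F against C, D and E gave 4090. Those 3 liver splits each set mice E and F, which lack Y-linked transcripts, on the same side.

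The KO allele was made in cells of mixed strain background, so calls near Mettl5 were counted. Within 10 Mb of Mettl5, 0 of 89 genes tested in liver and 0 of 110 in brain were called. At an unadjusted p under 0.05, without Mettl5 and Ssb, 14 of 87 genes near Mettl5 (16.1%, 2 higher and 12 lower) stood against 7.26% elsewhere in liver, an odds ratio of 2.45 (Fisher's exact test p 0.00542, adjusted over both tissues 0.0108). In brain 16 of 108 genes (14.8%, 11 higher and 5 lower) stood against 10.9% elsewhere, an odds ratio of 1.42 (Fisher's exact test p 0.214, adjusted 0.214).

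The make-up of the counts was compared because total RNA libraries hold rRNA. The mitochondrial rRNAs mt-Rnr1 and mt-Rnr2 took 14.7% ± 3.48 (SD, n = 3) of counts in WT liver and 7.97% ± 0.652 (SD, n = 3) in KO liver. In brain they took 12.3% ± 5.07 (SD, n = 3) in WT and 25.04% ± 5.68 (SD, n = 3) in KO. The groups did not overlap in either tissue (exact permutation p 0.1 each, Benjamini-Hochberg 0.2 over the 12 comparisons of shares). The 10 highest genes of each library took 34.4% ± 2.65 (SD, n = 3) in WT and 30.2% ± 0.286 (SD, n = 3) in KO liver, and 21.9% ± 5.96 (SD, n = 3) in WT and 34.5% ± 5.92 (SD, n = 3) in KO brain (exact permutation p 0.1 each). With mitochondrial genes left out of the total, the groups overlapped in both tissues. The other mitochondrial genes took 2.33% ± 0.123 and 2.31% ± 0.179 in liver and 1.85% ± 0.273 and 2.02% ± 0.155 in brain in WT and KO (SD, n = 3, exact permutation p 0.6 and 0.4). No batch is given in the labels, so no value within batches can be given for any of these comparisons.

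**Figure D5:**
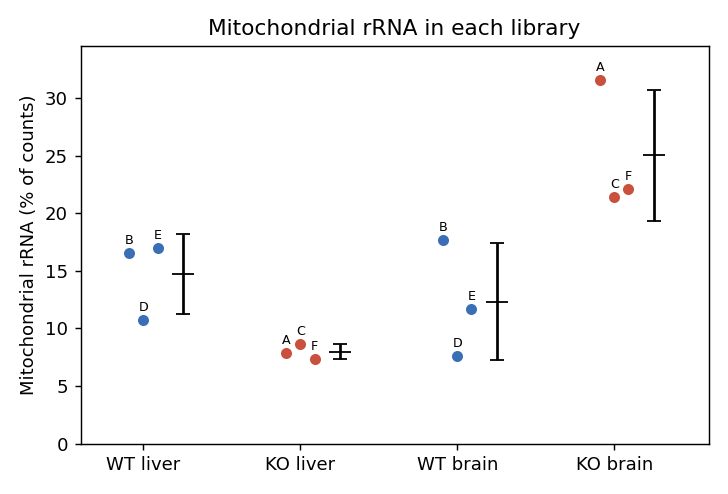
Share of counts on the mitochondrial rRNAs (vertical axis, % of counts) in each library, with letters for the mice and bars for the mean and SD of each group of 3. KO averages 7.97% against 14.7% in liver and 25.04% against 12.3% in brain.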

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

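In this part the count of splits for the fit with mouse as a block and the share of mitochondrial rRNA at equal GC slope were chosen after the result had been seen, and the tests with the GC and length offset use an alternative that was chosen after the data had been seen.

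The effect of genotype differed between liver and brain for 68 genes once liver and brain of each mouse were paired, by a test of the difference itself (edgeR with mouse as a block, adjusted p under 0.1). For 66 of the 68 the fold changes had opposite signs in the tissues, and for 62 the gene was lower in KO liver and higher in KO brain. Ssb differed by -1.97 (SE 0.23, adjusted p 0.0339 with the block, 0.132 without) and mt-Rnr2, chosen after its values were seen, by -2.59 (adjusted p 0.0539 with the block, 0.132 without). The other mitochondrial rRNA, mt-Rnr1, was not called by either fit (-1.68 without the block, adjusted p 0.262 with the block, 0.237 without). Of the 10 splits of the 6 mice, 1 gave as many calls with the block, the split by genotype itself, and the other 9 gave 0 or 1; with 10 splits the share cannot fall under 0.1. Every split keeps the liver and the brain of a mouse on the same side, as the genotypes do, and the other 9 mix the genotypes on each side.

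A bias along GC content was tested: the 68 genes had a median GC content of 39.5% against 48.7% for all genes tested, 63 lay below that median, and 20 of them carry a Zfp symbol, out of 370 such genes tested. With the GC and length offset in the fit with the block, 32 genes were called and 29 of the 68 stayed called, so most of the 68 lost their call and these 29 did not. Whether genotype acts on AT-rich transcripts in opposite directions in the tissues, or the libraries differ in how they captured such transcripts, cannot be told apart, because KO and WT libraries themselves differ along GC content: the Spearman correlation across genes of log2 fold change with GC content was 0.251 in liver and -0.415 in brain. A real difference between tissues in the response to loss of Mettl5 stays open. For Ssb there is also the overlap with the targeted locus, whose effect was not tested apart from genotype.

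The share of counts on mitochondrial rRNA differed between KO and WT by -6.75 percentage points in liver and by 12.7 in brain, and every KO library lay below every WT library in liver and above in brain. The difference between the liver and the brain of the same mouse differed by -19.5 points between KO and WT (exact permutation p 0.1, the smallest possible, Benjamini-Hochberg 0.2). The share on the 10 highest genes moved alike, by -4.20 in liver and 12.6 in brain, and by -16.8 for liver minus brain (exact permutation p 0.1). With mitochondrial genes left out of the total, these differences were 1.07 in liver and 1.72 in brain, so the movement of the 10 highest genes rests on the mitochondrial rRNAs among them.

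A shift in composition between libraries along GC content was tested. In brain, libraries of the same genotype differed along GC content by a Spearman correlation of up to 0.573, more than KO from WT at 0.415 in size, and in 6 of 6 pairs of brain libraries of the same genotype the share of mitochondrial rRNA fell as the library's GC slope rose. Part of the brain shift may thus come from how the libraries were made. Across genotypes the share did not follow the slope alone: KO library C had a slope of 0.226 and a share of 21.4%, while WT library E had a slope of 0.326 and a share of 11.7%, and WT library B a slope of -0.314 and a share of 17.7%. At equal slope, the share stayed higher in KO by 8.64 points (SE 3.38, a linear model over the 6 brain libraries), so composition as the whole cause and an added effect of genotype cannot be told apart with 3 libraries a side. In liver, 3 of 6 such pairs went that way. Same-genotype libraries differed by up to 0.141, less than KO from WT as groups (0.251). Single pairs of a KO and a WT liver library ran from 0.035 to 0.294 in size, some of them below 0.141. At equal slope the share stayed lower in KO by 5.77 points (SE 4.17, the same model over the 6 liver libraries). The liver shift and the genotype thus cannot be told apart with 3 libraries a side. Library totals did not separate the genotypes in liver (exact permutation p 0.9) or in brain (exact permutation p 0.2). How completely rRNA was removed from each library is not given in the labels. A change of mitochondrial rRNA through loss of Mettl5 stays open and was not tested apart from genotype.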

How the results depend on the processing

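Alternatives added after seeing the data were the GC and length offset, DESeq2 with the Y-linked covariate, and the brain grouping as a covariate. The brain fit without region genes and the unadjusted counts were also added then. For the lists other than lipid synthesis, so were the fits without each mouse, the Y-linked covariate and the estimated correlation. The other alternatives were fixed with the design.

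The lipid synthesis list in liver, both olfactory bulb lists, both cerebellum lists and the choroid plexus list kept their direction under every alternative run on them. Their medians ran from -0.78 to -0.44, 0.78 to 1.12 (other bulb genes) and 1.71 to 2.33 (study calls), -2.11 to -1.24 (other cerebellum genes) and -1.71 to -1.04 (study calls), and -1.01 to -0.74. The lipid list lost its call with an estimated correlation (median -0.50, adjusted p 0.270; over its alternatives the adjusted p ran from 5.15e-17 to 0.270), and the other cerebellum genes lost theirs under fry (-1.57, adjusted p 0.162). Of the brain lists, the estimated correlation also took away the calls of the other bulb genes (adjusted p 0.105), both cerebellum lists (0.260 for the study calls, 0.318 for the others) and the choroid plexus (0.105), and left that of the bulb genes among the study calls (0.0113). The log2 fold change of Mettl5 stayed negative in both tissues under every alternative. In liver it passed the threshold with no filter (-1.43), with the Y-linked covariate (-1.43), with DESeq2 (-1.44) and without mouse D (-1.59, adjusted p 0.0848), and it ran from -1.59 to -1.10 over the fits that each left out one mouse. In brain it passed with no filter alone (-0.86).

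The count of calls in liver was 0 with RLE size factors, non-robust dispersions, no mitochondrial genes, the GC and length offset and the threshold of 0.05, where 1032 genes had an unadjusted p under 0.05. It was 443 with no filter, 3 with all 12 libraries in one fit, 82 with the Y-linked covariate, 83 with that covariate and the offset, 171 with DESeq2 and 390 with DESeq2 and the covariate. Over the fits without one mouse it ran from 0 to 87, with 87 without mouse D and 2 without mouse C. In brain the 11 calls became 1000 with no filter (497 higher, 503 lower), 267 with DESeq2 (135 higher, 132 lower), 136 with DESeq2 and the Y-linked covariate (68 higher, 68 lower), 92 with the offset (47 higher, 45 lower), 42 with the offset and the covariate (29 higher, 13 lower) and 2 without the region genes, where fewer genes were tested. Over the fits without one mouse it ran from 2 to 23: 6 without A, 3 without B, 23 without C, 4 without D, 2 without E and 5 without F. Omp and S100a5 were called in all of these fits. Frmd7 lost its call without mouse E, and Gng4 and Cdhr1 lost theirs without B, D, E or F.

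Without a filter the median of the estimated prior degrees of freedom over genes was infinite in both tissues, against 5.15 in liver and 5.70 in brain with it; the simulated data with nothing changed gave a median of 37 and 34.5 calls in this setting. The cause of the changes in the counts was not tested further.

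The count of genes whose effect differs between tissues was 0 with non-robust dispersions and at the threshold of 0.05, where 2004 genes had an unadjusted p under 0.05. It was 1 with RLE size factors, 1 without mitochondrial genes, 4 with the offset, 6 with the Y-linked covariate, 183 with no filter and 367 with DESeq2. With mouse as a replicate block it was 68, and 32 with the block and the offset. The block changed no other call, since the other results compare genotypes within one tissue. Without one mouse the count ran from 0 to 86, with 86 without D and 1 without F. The cause was not tested.

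Calls shared by both tissues went from 0 to 12 with DESeq2 and to 172 at an unadjusted p under 0.05. Genes within 10 Mb of Mettl5 went from 0 to 16 in liver and 18 in brain at an unadjusted p under 0.05, and stayed at 0 calls in windows of 5 and 20 Mb. The share of the 10 highest genes went from -4.20 to 1.07 in liver and from 12.6 to 1.72 in brain without mitochondrial genes in the total, by construction.

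Under fry, lipid storage (-0.26) and ribosomal proteins (0.084) in liver were no longer past the threshold. Nor were striatum (0.57), thalamus (-0.27) and ribosomal proteins (0.20) in brain. The liver rRNA and translation partners, which include Mettl5, were past it under fry (-0.098). With members outside the study's calls, lipid storage (-0.18), thyroid (-0.034) and clock genes (-0.39) lost their calls, and lipoprotein handling (0.069) and the brain partners (0.045) changed sign without a call. With the Y-linked covariate the thyroid list lost its call (-0.10), and the offset took away that of the thalamus (-0.25) and changed the sign of the brain partners (0.020). The brain grouping as a covariate changed the sign of hypothalamus (-0.26) and meninges (0.085), neither past the threshold. The cause was not tested.

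Over the fits without one mouse, list medians ran as follows in liver: thyroid from -0.22 to -0.082 (no call without A, B, D or F), lipid storage from -0.45 to -0.057 (no call without B at -0.057, D at -0.11 or F at -0.11), ribosomal proteins from -0.016 to 0.20 (no call without C at 0.041 or E at -0.016), B cell from -1.22 to 0.023 (called without A, B or F, and 0.023 without D), lipoprotein handling from -0.077 to 0.063 (positive without A, B, E or F), cholesterol synthesis from -0.16 to 0.17 (called at -0.16 without C, negative without D), fatty acid oxidation from -0.13 to 0.13 (called at -0.13 without E, negative without C) and fasting response from -0.25 to 0.10 (positive without B). In brain, thalamus ran from -0.41 to -0.10 (no call without C, D or E), hippocampus from -0.64 to -0.16 (called without B or F), hypothalamus from 0.24 to 1.02 (called at 0.90 without C and 1.02 without D), cortex from 0.0012 to 0.43 (called at 0.43 without E), meninges from -0.23 to 0.058 (positive without A or D) and the partners from -0.025 to 0.085 (positive without A, B, C or E).

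For single named genes, 379 other comparisons with an alternative kept direction and side of the threshold; 38 were weaker, 46 stronger and 0 reversed. The low counts limit the folds of S100a5, Tbx21 and Scgn in brain to lower bounds.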

Other observations

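In this part the explanations tested for the brain regions, lipid synthesis, the clock and animals shared by both tissues were chosen only after the results had been seen. Some of the fits used were fixed with the design. These are the Y-linked covariate for lipid synthesis, and fry for the brain region lists. The estimated correlation for the brain region lists was added later. Every test with the GC and length offset uses an alternative that was chosen after the data had been seen.

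Olfactory bulb genes were higher and cerebellum and choroid plexus genes lower in KO brain. The tables argue against a bias along GC content and gene length, since with the offset the medians were 1.07 for the other bulb genes, -1.61 for the other cerebellum genes and -0.93 for the choroid plexus, all past the camera threshold. They argue against the grouping of the brain libraries into A, B and F against C, D and E, with medians of 0.93, -1.34 and -0.87 when it was a covariate. They argue against a single unusual library: the medians nearest 0 over the fits that each left out one mouse were 0.78 without C, -1.24 without A and -0.74 without D. A lower share of 1 main region, with all other regions rising alike, was not decided. Striatum and choroid plexus moved apart by 1.47 on the log2 scale. Their combined SD of 0.60 is taken over the genes of the lists, not over mice, so it gives no error between animals. The comparison also assumes that choroid plexus did not fall together with the lower region. A different mix of brain regions in the dissected KO tissue is a candidate. In the median, genes that the study had not called moved the same way as those it called (1.01 and -1.57). Of the 17 other bulb genes 14 were higher and 3 lower, among them Etv1 (-0.83). All 15 other cerebellum genes were lower. A change in the bulb or the cerebellum of the KO animals through loss of Mettl5 stays open, since dissection and genotype are confounded here. Of the 10 splits of the 6 mice, 1 gave a median as far from 0 for the other bulb genes and 1 for the other cerebellum genes, the split by genotype in each case. Under fry the other bulb genes held (adjusted p 0.0313) and the other cerebellum genes did not (0.162), and neither held with an estimated correlation (0.105 and 0.318).

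KO against WT was not the split with the most calls in brain. Of the 10 splits, 2 gave as many calls as the 11 of KO against WT, 2 gave as many as its 267 with DESeq2 and 2 as many as its 1000 with no filter. In each case the other was A, B and F against C, D and E, with 1615, 2308 and 3072 calls. That split sets WT library B with KO libraries A and F, and KO library C with WT libraries D and E. Each side thus holds 1 library of one of the genotypes, so a comparison within a side alone rests on that library. With the split as a covariate, which compares genotypes within the sides, the comparison of genotypes gave 13 calls. The calls that were higher on the side of A, B and F had a median GC content of 41.2% and the lower ones 56.3%, against 48.8% for all genes tested, and with the GC and length offset 0 of the 1615 stayed called, so the split is consistent with a bias along GC content between libraries. A difference between the animals that both tissues share is argued against by the liver, where the same split ranked at 9 among the 10 splits, with 182 genes at an unadjusted p under 0.05.

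In liver, 4 of the 10 splits gave as many genes at an unadjusted p under 0.05 as KO against WT. With DESeq2 3 gave as many calls, and with no filter 3. The splits other than KO against WT in these counts set mice E and F, which lack Y-linked transcripts, on the same side. KO against WT ranked first among the 6 splits with 1 such mouse on each side. It gave 1032 genes at an unadjusted p under 0.05, against at most 532 in the others. Its calls were 171 against at most 38 with DESeq2, and 443 against at most 95 with no filter. The Y-linked covariate can be fitted in the 6 splits that leave 1 mouse without Y-linked transcripts on each side; 1 of those 6, KO against WT, gave as many as 82 calls and the others gave 0 or 1. For the difference between tissues, 2 of the 10 splits gave as many genes at an unadjusted p under 0.05. For the lipid synthesis list, 2 of the 10 splits gave a median as far from 0; the other was A, D and F against B, C and E, at -0.60. With 10 splits the share cannot fall under 0.1, and with 6 splits its floor is higher.

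Lipid synthesis genes were lower in KO liver. The tables argue against GC content and gene length as the whole cause, as the offset left the list past the camera threshold (median -0.57). Each genotype held 1 mouse without and 2 with Y-linked transcripts, and this balance argues against sex as the whole cause. The fit with the Y-linked covariate (-0.59, past the camera threshold) adds no evidence on sex. Under that balance it could hardly have removed a difference between genotypes. The animals' feeding state at collection cannot be told apart from genotype. The fasting response list had a median of -0.084 with 10 genes higher and 10 lower. Of its genes, 3 were past the threshold adjusted over the list alone. In 4 the KO and WT libraries did not overlap: Igfbp1 (1.59) and Irs2 (1.41) were higher, Tat (-0.53) and Ddit4 (-1.22) lower. The list thus went both ways and decides nothing. An effect of Mettl5 on lipid metabolism stays open.

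Clock genes differed between KO and WT liver, and a difference in the time of day at collection is a candidate explanation. The 6 genes that peak with Arntl had a median of 0.42 (4 of 6 higher, camera adjusted p 0.0520) and the 11 tested genes of the 12 that peak with Dbp a median of -0.68 (11 of 11 lower, 4.70e-07). Under fry and with an estimated correlation, the genes that peak with Dbp held (0.0514 and 0.0995) and those that peak with Arntl did not (0.334 and 0.325). The genes did not agree on WT mouse B. Dbp was at 1.49 CPM in its liver, within the KO range of 0.991 to 2.35 and below the other WT mice (11.6 and 12.5). Per3 was at 1.49 CPM there, below every KO mouse (1.93 to 3.39) and the other WT mice (6.91 and 16.2). By contrast, Per2 was at 12.8 CPM in the same liver (KO 4.64 to 8.56, other WT 14.3 and 18.6). Bhlhe40 was at 130 CPM in mouse B (KO 45.0 to 63.7, other WT 92.9 and 157), and both lay above every KO mouse. Its score was -0.26 for the genes that peak with Dbp, above but near the KO scores (-0.55 to -0.31, other WT 0.70 and 0.82; exact permutation p 0.1, the smallest possible) and 0.27 for those that peak with Arntl (KO 0.026 to 0.39, other WT -0.53 and -0.23; exact permutation p 0.3), and for the whole clock list KO and WT scores overlapped (exact permutation p 0.2). In brain the medians were -0.037 and -0.20, with camera adjusted p of 0.979 and 0.0194, and neither held under fry (0.913 and 0.507) or with an estimated correlation (0.980 and 0.634). No collection time is given in the labels, and an effect of genotype on the clock stays open.

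Fold changes in liver and brain went opposite ways across genes, with a Spearman correlation of -0.205 over 12574 genes, which are not independent replicates. With the GC and length offset in both fits it was -0.121, so part of the relation moved with GC content, and whether the rest follows from genotype or from other properties of the libraries cannot be told apart.

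Genes near Mettl5 were more frequent among those at an unadjusted p under 0.05 in liver (odds ratio 2.45) and not clearly so in brain (odds ratio 1.42). With windows of 5 and 20 Mb the odds ratios were 2.31 and 1.69 in liver (Fisher's exact test p 0.0531 and 0.0666) and 1.12 and 1.59 in brain (p 0.694 and 0.0333). Alleles of the other strain that travelled with the targeted allele would be present in both tissues. Within 10 Mb, 2 genes were higher and 12 lower in liver, and 11 higher and 5 lower in brain. The brain odds ratio was not apart from 1 at 5 and 10 Mb but was at 20 Mb (1.59, Fisher's exact test p 0.0333, unadjusted). Since the answer depended on the window, linked alleles and chance cannot be told apart.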
